A study of Homo sapiens with 12 samples. Its data were reported in "miR-210 Expression Is Strongly Hypoxia-Induced in Anaplastic Thyroid Cancer Cell Lines and Is Associated with Extracellular Vesicles and Argonaute-2" (2023).

How the data were processed

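Small RNA sequencing was performed on 4 human thyroid cancer cell lines, with 3 libraries per line. SW1736 and C643 are anaplastic thyroid cancer (ATC) lines, and TPC-1 and BCPAP are papillary thyroid cancer (PTC) lines, so each cancer type was represented by 6 libraries from 2 lines. Samples were grouped by the cancer type in the labels. Per the labels, total RNA was extracted with a mirVana kit and libraries followed a NEBNext small RNA protocol. The study's methods describe the ligation-independent CATS preparation for small RNA sequencing, and which of the protocols applied to these libraries was not settled from the sources used here. Those methods also describe removal of reads that align to ribosomal and other housekeeping RNAs, read counts by eXpress and tests on count tables, in place of the TopHat, Bowtie and Cuffdiff steps of the labels. Whether the study's own count of changed miRNAs came from the deposited table is therefore not known. Nothing in the labels says whether the 3 libraries of a line came from separate cultures.

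One deposited table was used. Per the file headers it holds the output of Cuffdiff, a program that compares 2 sets of aligned libraries, run once on TopHat and once on Bowtie alignments. The submitters' processing notes name the same tools and the hg38 build, and their versions and the settings for reads that fit several loci are not given in the sources used here. The features were miRNA precursors, the hairpin transcripts from which mature miRNAs are cut, so reads of both arms counted toward 1 value. The authors deposited 1 FPKM value (fragments per kilobase of the feature, scaled to the total of mapped fragments) for all ATC libraries together and 1 for all PTC libraries together. The word FPKM does not stand in the table and was taken from what these Cuffdiff columns hold. The authors also deposited a log2 fold change of PTC over ATC, a test score, a p-value and a q-value for each precursor. No column held a single library or cell line (0 per-library columns). The spread between libraries, the depth of each library and the counts behind a value are therefore unknown, and no SD, confidence interval of a level or test between libraries was computed.

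All 84 rows were marked significant by the authors, 38 on TopHat alignments, 45 on Bowtie alignments and 1 mature miRNA set apart from both with no alignment named. The q-values allowed the number of tests behind each list to be recovered, since a Benjamini-Hochberg q multiplied by the rank and divided by p gives that number. The result was 753 precursors on TopHat and 1020 on Bowtie alignments, with a spread under 1 test over all p levels, so no row is missing ahead of the last one listed. The highest listed q was 0.0495 on TopHat and 0.0442 on Bowtie alignments, and precursors between these values and 0.05 could be missing without a trace. The calculation was tested on simulated p-values, where the number of tests was recovered in 100% of 20 draws each with 500, 753 and 1020 tests. Precursors that were tested and did not pass were not analysed here, so no list could be compared with them, and no count adjusted over a list alone could be given. The lowest p in the table was 5e-05, which 29 of the 53 precursors had (on TopHat alignments, or on Bowtie where listed only there), so p does not rank the strongest changes.

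The ratio of the ATC and PTC values was recomputed for the 75 rows with both values above 0, and log2(PTC/ATC) differed from the deposited log2 fold change by at most 1e-05. Fold changes below are given as ATC over PTC, with the sign turned. In 9 rows one value was 0, and in 3 of those the table held a spreadsheet error in place of the fold. These precursors are described as listed at 0 and given no fold. An FPKM value of a feature shorter than most fragment lengths depends on the effective length the program assigns. The PTC value of mir-100 on TopHat alignments, multiplied by its length in kb, came to 1059700, more than all mapped fragments together could give on this scale. Levels were therefore compared between cancer types for 1 precursor and not between precursors, except in an alternative planned before the data were examined that left out precursors with low FPKM, whose result depends on this length scaling.

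A precursor passed when its q was under 0.05 and its fold was over 2, as in the legend of the study's plot. The study's text names a p-value in place of the q-value. TopHat rows, the first in the table, gave the main values and Bowtie rows the alternative, a choice made after the table was seen. The test planned for per-library values could not be run. Named precursors were mir-210, the 12 with the largest fold in each direction on each alignment, members of 17 miRNA lists that passed and those listed at 0 in one cancer type. The lists and this rule, apart from its use on each alignment, were fixed before the data were examined. The paper and its figures had been read by then, so lists that hold miRNAs shown there are not independent evidence. That the rule was applied to each alignment was decided after the table was seen. Other names were chosen after their values were seen: mir-100, mir-663a, mir-663b, mir-3648-1, mir-3648-2 and the mature miR-373-3p.

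Deposited coordinates count the start from 0. After adding 1, 53 of the 54 intervals equalled a miRNA gene of GENCODE release 44 on GRCh38 (hg38), and the remaining one was the mature miRNA. Host genes, introns and exons were taken from the canonical transcripts of that annotation. For each precursor, every stretch of 20 bases was searched on both strands of 194 primary and unplaced GRCh38 sequences, and in the 3 annotated 45S ribosomal RNA genes of chromosome 21, with Python 3.11.15, numpy 2.4.6 and numba 0.67.0. Fisher's exact, exact binomial and permutation tests (100000 draws) used scipy 1.17.1 and numpy. They compare precursors, which are not independent replicates. Other fold and q thresholds, pseudocounts of 1 and 10 FPKM, a filter on low values and the counting of duplicated precursors were tried as alternatives.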

Results

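Small RNA profiles were available for the ATC lines SW1736 and C643 and the PTC lines TPC-1 and BCPAP, 12 libraries in all with 3 per line. The comparison asks which miRNAs differ in abundance between ATC and PTC lines under standard culture. Values were FPKM of miRNA precursors pooled by the authors over the 6 libraries of a cancer type. No value has a replicate error here, and the depth is unknown. The p- and q-values are those of the authors' deposited table, and whether they reflect both lines of a cancer type could not be seen from pooled values. The 3 libraries of a line are not replicates of a cancer type, and each type had 2 lines. These p- and q-values therefore cannot show that a difference holds for the cancer types beyond these lines.

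Of 753 precursors tested on TopHat alignments, 38 were listed with q under 0.05 and 37 of them also differed more than 2-fold. Among the 37, 15 were higher in ATC lines and 22 were higher in PTC lines (40.5% higher in ATC; 95% exact Clopper-Pearson interval 24.8 to 57.9%; exact binomial p = 0.324 for equal numbers, over precursors). On Bowtie alignments 1020 precursors were tested, 45 were listed and 44 passed both thresholds, with 20 higher in ATC and 24 higher in PTC lines. A total of 30 precursors were listed on both alignments, and all 30 had the same direction on both. Both alignments are of the same libraries and every listed row had q under 0.05, so this agreement was likely beforehand. Of the 30, 29 passed both thresholds on both alignments. Of the same 30, 28 had values above 0 in both cancer types on both alignments, and 27 of the 28 also differed more than 2-fold. The exception was mir-100, which was 1.95-fold higher in PTC lines on TopHat and 1.87-fold higher on Bowtie alignments. The deposited values and the deposited fold change of mir-100 had this same direction, whereas the study's own plot appears to show it higher in ATC lines, and the reason was not found. For the 28 precursors with a fold on both alignments the log2 folds differed by a median of 0.06, and the largest difference was 0.82 for mir-27b.

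**Figure D1:**
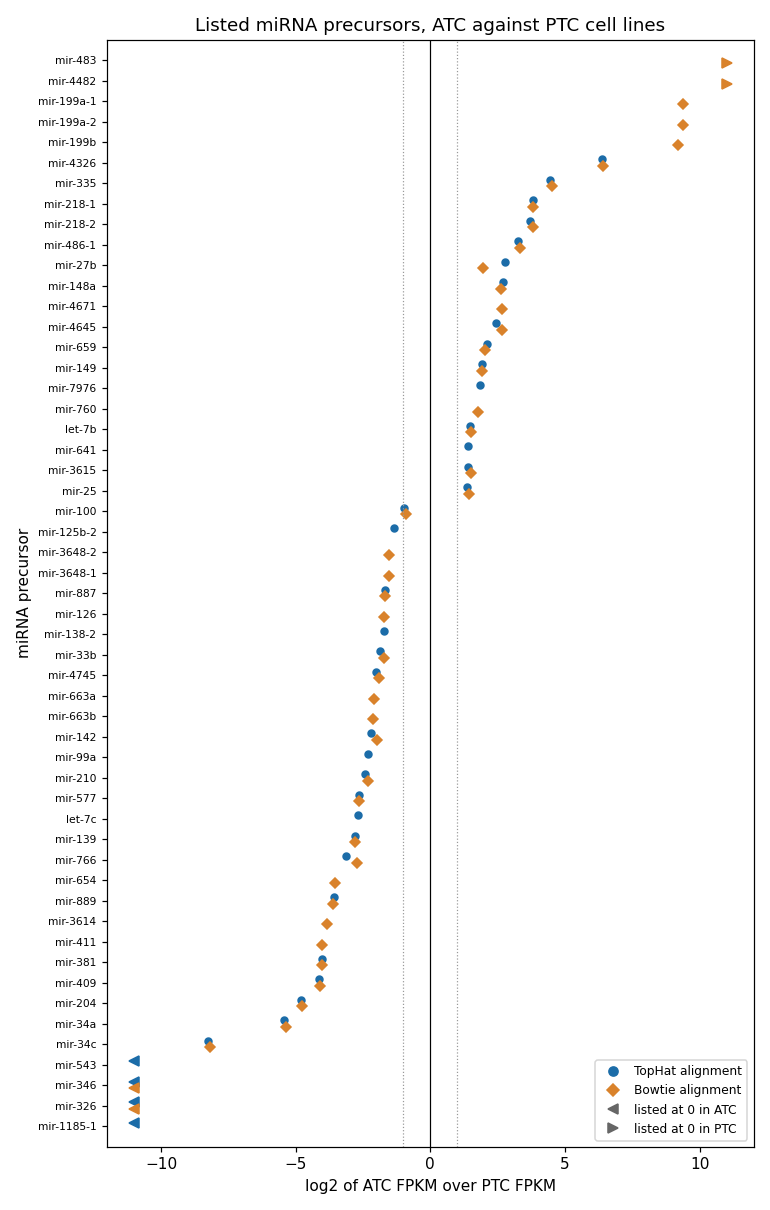
Log2 of the ATC over the PTC FPKM (x axis) for each of the 53 precursors listed on either alignment (y axis), with circles for TopHat and diamonds for Bowtie alignments, triangles at the edge for precursors listed at 0 in one cancer type and dotted lines at a 2-fold difference; each symbol is 1 pooled value without an error. The 30 precursors listed on both alignments lie on the same side of 0 with both symbols, from mir-4326 on the right to mir-34c on the left.

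miR-210, the miRNA induced by the hypoxia factor HIF-1, was less abundant in ATC lines. Its precursor mir-210 had an FPKM of 29083.7 in ATC and 154511 in PTC lines on TopHat alignments, 5.31-fold lower in ATC, and q was 0.00179 in the authors' deposited table. On Bowtie alignments the values were 23866.6 and 119660, 5.01-fold lower. The precursor lies on chromosome 11 from 568089 to 568198 (minus strand, GRCh38) in an intron of the lncRNA gene MIR210HG. Its transcribed strand reads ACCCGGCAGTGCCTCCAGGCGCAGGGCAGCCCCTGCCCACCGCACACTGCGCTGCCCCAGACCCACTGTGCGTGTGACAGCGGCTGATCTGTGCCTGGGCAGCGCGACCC in DNA letters. None of its 20-base stretches had another exact copy in the genome.

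The precursors with the greatest finite excess in PTC lines were mir-34c and mir-34a, whose genes are transcriptional targets of p53. On TopHat alignments mir-34c had an FPKM of 3182.45 in ATC and 979346 in PTC lines, a 308-fold difference, and mir-34a had 1170.77 and 50549.2, a 43.2-fold difference. The Bowtie values gave 294-fold and 41.4-fold. The authors' deposited table gave mir-34c a p of 0.00015, above the 5e-05 of mir-34a. Of the 7 members of the p53-responsive list, these 2 passed on both alignments and were higher in PTC lines, and the other 5 did not pass. mir-34c lies on chromosome 11 from 111513439 to 111513515 in exon 2 of the lncRNA gene MIR34BHG and reads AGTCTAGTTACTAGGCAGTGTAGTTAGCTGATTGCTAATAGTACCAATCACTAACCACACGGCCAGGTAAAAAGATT. mir-34a lies on chromosome 1 from 9151668 to 9151777 in exon 2 of MIR34AHG.

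mir-204, in an intron of the ion channel gene TRPM3 on chromosome 9, was 28.2-fold higher in PTC lines on TopHat and 27.2-fold higher on Bowtie alignments. mir-766 in SEPTIN6 was 8.81-fold and 6.62-fold higher, mir-139 in the phosphodiesterase gene PDE2A was 6.93-fold and 6.97-fold higher, and mir-577 in UGT8 was 6.35-fold and 6.32-fold higher. mir-33b, in an intron of SREBF1, a master regulator of lipid synthesis, was 3.62-fold and 3.26-fold higher, while its family member mir-33a did not pass. mir-326 in ARRB1 and mir-346 in GRID1 were listed at 0 in ATC lines on both alignments, with PTC values of 673.058 and 469.859 on TopHat. mir-3614, in exon 9 of the canonical TRIM25 transcript, was 14.3-fold higher in PTC lines and was listed on Bowtie alignments only. In all, 22 of the 53 listed precursors (41.5%) lay in an intron of a protein-coding gene on the same strand, 12 of them higher in ATC and 10 higher in PTC lines. The share among all tested precursors was not computed, so this share is not read as particular to the listed ones.

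Precursors of the imprinted DLK1-DIO3 miRNA cluster at 14q32 were higher in PTC lines wherever they were listed. On TopHat alignments 5 of the 49 list members passed, all higher in PTC. mir-409 was 17.5-fold, mir-381 16.4-fold and mir-889 11.9-fold higher, and mir-543 and mir-1185-1 were listed at 0 in ATC lines with PTC values of 2081.09 and 660.336. On Bowtie alignments 5 passed and were higher in PTC, namely mir-409, mir-381 and mir-889 again, mir-411 at 16.4-fold and mir-654 at 11.7-fold. On each alignment 44 members did not pass, and 7 passed on at least one alignment. The 7 precursors lie on the plus strand of chromosome 14 between 101023325 and 101065378, and 4 of them have a 20-base stretch with another exact genome copy. The study had itself shown some of these precursors, so the list is not independent evidence of its direction. Against the 46 other listed precursors, of which 24 were higher in PTC lines, the 7 of 7 gave a two-sided Fisher's exact p of 0.0332. With the rows of a single alignment, 5 of 5 members higher in PTC is the most extreme outcome in this direction, and its exact p was 0.136 on TopHat and 0.0562 on Bowtie alignments, so these tests could not pass.

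**Figure D2:**
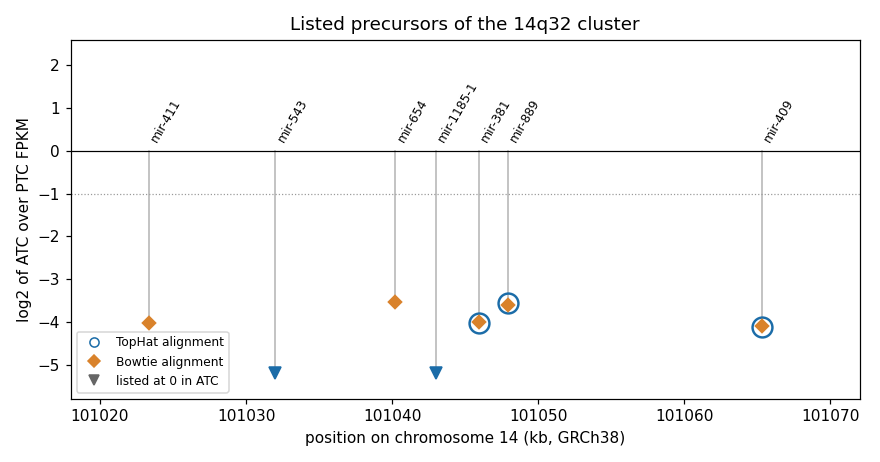
Log2 of the ATC over the PTC FPKM (y axis) against position on chromosome 14 in kb (x axis, GRCh38) for the 7 listed precursors of the 14q32 cluster, with open circles for TopHat and diamonds for Bowtie alignments, and triangles placed at the bottom for mir-543 and mir-1185-1, which were listed at 0 in ATC; each symbol is 1 pooled value without an error. All 7 lie below the dotted line of a 2-fold difference, and mir-381, mir-889 and mir-409 were listed on both alignments.

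A second group of neighbours higher in PTC lines was let-7c, mir-99a and mir-125b-2 on chromosome 21, all in introns of the lncRNA gene MIR99AHG. They were 6.43-fold, 4.99-fold and 2.56-fold higher on TopHat alignments and did not pass on Bowtie alignments. In the let-7 family, known for growth-restraining roles, let-7b moved the other way. It was 2.80-fold higher in ATC lines on TopHat and 2.85-fold higher on Bowtie alignments, and 10 of the 12 family members did not pass on TopHat alignments. Of the 6 members of the miR-99/100 and miR-125 family, 2 passed on TopHat alignments, both higher in PTC, and 4 did not. Among those that did not pass, mir-100 was listed as higher in PTC lines on both alignments, but under the 2-fold threshold.

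Among precursors higher in ATC lines, mir-4326 had the greatest fold on TopHat alignments. It had an FPKM of 425299 in ATC and 5120.32 in PTC lines, 83.1-fold higher in ATC, and was 85.7-fold higher on Bowtie alignments. It lies on chromosome 20 from 63286808 to 63286866 in an intron of ARFGAP1 and reads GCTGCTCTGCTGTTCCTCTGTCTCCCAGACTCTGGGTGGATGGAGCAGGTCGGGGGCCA. mir-335, in an intron of the imprinted gene MEST on chromosome 7, was 21.9-fold and 22.7-fold higher in ATC lines. The precursors of miR-218, mir-218-1 in SLIT2 and mir-218-2 in SLIT3, were 13.96-fold and 13.1-fold higher on TopHat and 13.96-fold and 13.97-fold higher on Bowtie alignments. They share 5 stretches of 20 bases, so reads of the common mature sequence cannot be assigned to one locus. mir-486-1 in the erythroid ankyrin gene ANK1 was 9.58-fold and 10.1-fold higher, at a locus that overlaps the precursor gene MIR486-2.

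More moderate excess in ATC lines was listed for mir-27b, mir-148a, mir-4645, mir-659, mir-149 and mir-7976. mir-27b in AOPEP was 6.78-fold higher on TopHat but 3.84-fold higher on Bowtie alignments, a change of more than 1.5 times. mir-148a was 6.43-fold and 6.15-fold, mir-4645 5.44-fold and 6.31-fold, mir-659 4.35-fold and 4.08-fold and mir-149 in GPC1 3.76-fold and 3.75-fold higher. mir-7976 was 3.58-fold higher and was listed on TopHat alignments only. mir-25, in an intron of the replication gene MCM7, was 2.59-fold and 2.68-fold higher and was the only one of 15 members of the miR-17-92, miR-106a-363 and miR-106b-25 clusters to pass. One of 3 members of the miR-148 and miR-152 family (mir-148a) and 1 of 6 members of the miR-23/27/24 clusters (mir-27b) passed, each higher in ATC lines.

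On Bowtie alignments the greatest finite folds belonged to the miR-199 precursors, which were not listed on TopHat alignments. mir-199a-1 had an FPKM of 1595770 in ATC and 2372.41 in PTC lines, 673-fold higher in ATC. mir-199a-2 was 670-fold and mir-199b 593-fold higher, and q was 0.00182 for each in the authors' deposited table. They lie on chromosomes 19, 1 and 9, opposite in strand to introns of the dynamin genes DNM2, DNM3 and DNM1, and share 20-base stretches found at 3 places in the genome, so their values are not independent. Also on Bowtie alignments only, mir-483 in an intron of IGF2 had an ATC value of 43200.2 and mir-4482 one of 474.404, both listed at 0 in PTC lines, and mir-4671 in SLC35F3 was 6.35-fold higher in ATC.

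Of 16 miRNAs often described in thyroid cancer, 3 passed on TopHat alignments. mir-204 and mir-138-2 (3.30-fold) were higher in PTC lines and mir-486-1 was higher in ATC lines, and the other 13, among them mir-221, mir-222, mir-146b and mir-21, did not pass. mir-138-2 did not pass on Bowtie alignments. No member of the epithelial miR-200 list (6 precursors) or of the miR-30 family (6 precursors) passed on either alignment. Markers of other cell types were mixed. In the blood list of 7, mir-142 was higher in PTC lines (4.60-fold on TopHat, 3.92-fold on Bowtie) and mir-486-1 higher in ATC lines. Of the liver and endothelial markers mir-122 and mir-126, mir-126 in EGFL7 was 3.29-fold higher in PTC lines on Bowtie alignments only. None of the 9 muscle or 10 neural precursors passed on either alignment. A precursor that did not pass may have been tested without a call, not tested or left out between the last listed q and the threshold, and its values were not analysed here.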

Values the study reported

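The study reported 28 miRNAs that differed between the ATC and PTC lines in normoxia, at a fold-change above 2 and a p-value below 0.05. It gave miR-210 as about 5-fold lower in ATC than in PTC lines under normoxia. By its account qPCR bore out this difference in normoxia, whereas in hypoxia ATC lines matched or exceeded PTC lines.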

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

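All 28 folds of single precursors that could be recomputed on Bowtie alignments kept their direction. Both alignments are of the same libraries, and only rows with q under 0.05 on both could be compared. A reversal was therefore unlikely beforehand, and this agreement is weak evidence of stability. Pseudocounts of 1 and 10, which cannot turn a direction, moved a log2 fold by at most 0.05. Of the 37 precursors past the thresholds on TopHat alignments (15 higher in ATC and 22 in PTC), leaving out those whose higher value was below the table median of 58718.2 FPKM left 18, with 9 in each direction. All 4 precursors listed at 0 in ATC lines, with PTC values from 469.859 to 2081.09, were among those left out. A fold over 4 left 9 higher in ATC lines. Leaving out precursors with a repeated 20-base stretch, an alternative chosen after seeing the data, left 11, with 4 higher in ATC and 7 in PTC lines; these filters keep fewer precursors by construction. Bowtie alignments, also chosen afterwards, changed the precursors higher in PTC lines from 2 to 1 in the thyroid cancer list, from 1 to 0 in the let-7 family, from 2 to 0 in the miR-99/100 and miR-125 family and from 0 to 1 in the liver and endothelial list, and the cause was not tested. The other counts stayed within 1.5 times of the main ones under the settings tried. An unadjusted p threshold and a rescaling to a median log2 ratio of 0 were not run, since both need precursors that did not pass. No paired analysis was possible because the table holds pooled values without replicate numbers, and leaving out a library or a cell line, and tests on counts, were not possible for the same reason.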

Other observations

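Tests in this part were chosen after the result was seen, except the search for repeated stretches among precursors listed on one alignment and among those of the 14q32 cluster. One mature miRNA stood apart from the precursors. miR-373-3p, an arm of a hairpin known from embryonic stem cells, had a value of 299015000 in ATC lines and was listed at 0 in PTC lines, with a p of 5e-05 and a q of 0.0036 in the authors' deposited table. It lies on chromosome 19 from 53788748 to 53788770, and its 20-base stretches had no other exact copy in the genome. The ratio of q to p was 72, and the alignment behind this row is not named. Its precursor was on neither list. Multiplied by its length in kb, the ATC value came to 6877340. That is more than all mapped fragments together could give if values were scaled to their total. The value was therefore not read as a measure of abundance. mir-34c, with the greatest finite fold on TopHat alignments (308-fold), had a p of 0.00015 in the authors' deposited table, above the lowest, which 21 of the 38 TopHat precursors reached.

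A total of 23 of the 53 precursors were listed on one alignment only, among them the 3 miR-199 precursors with the greatest finite folds. A p close to the threshold on both alignments is argued against for 11 of the 23, which had the lowest p in the table, 5e-05, on the alignment that listed them. For the other 12 the median p was 0.000575, and the p on the other alignment is not listed, so a near miss stays open for them. A precursor may also not have been tested on the other alignment, with 753 tested on TopHat and 1020 on Bowtie alignments. Which of the 23 were tested on both is not known. Reads shared between loci with the same sequence may be another source: 17 of the 23 (73.9%) had a 20-base stretch with another exact genome copy, against 19 of the 30 listed on both (63.3%), and Fisher's exact p of 0.555 leaves this open. Among the 28 precursors with a fold on both alignments, the Bowtie to TopHat ratio departed from its median of 0.734 by 0.50 ± 0.58 on the log2 scale (SD, n = 17) with a repeated stretch and by 0.15 ± 0.28 (SD, n = 11) without one (permutation p = 0.0722), with mir-218-1 farthest at a ratio of 2.93. mir-486-1 was counted with a repeated stretch here and in the filter on repeated stretches. Its 8 repeated stretches match the opposite strand of its own hairpin and not another locus.

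The 14q32 precursors were all 7 higher in PTC lines. Over neighbours within 100 kb on one strand all 24 pairs, from 14q32 and from the let-7c, mir-99a and mir-125b-2 group, had one direction (one-sided permutation p = 0.00389). The direction of 14q32 against the rest of the list had a two-sided exact p of 0.0332. Both tests treat precursors as independent draws. A chance difference between cell lines that moves a whole cluster together is therefore not measured, and chance stays open. The tests are not separate evidence, since all but 3 of the pairs lie in 14q32, and they were made on directions already seen, in part from the study itself, so the p-values may overstate the evidence. For mir-381, mir-409 and mir-654 no 20-base stretch had another exact copy, so exact sharing of such stretches cannot account for these 3. Sharing through shorter or mismatched reads was not searched and stays open for them. For the other 4, which have an exact copy, shared reads stay open as well. The same holds for let-7c and mir-125b-2 among the neighbours outside 14q32. Whether one PTC line carries the signal cannot be told apart from a difference between cancer types, because 0 columns hold a single line.

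mir-663a, mir-663b, mir-3648-1 and mir-3648-2 were 2.92-fold to 4.42-fold higher in PTC lines, on Bowtie alignments only. Reads from ribosomal RNA are a candidate source: 3 of the 4 have most of their 20-base stretches within an annotated 45S ribosomal RNA gene (100% for both mir-3648 precursors and 91.9% for mir-663a, with 25% for mir-663b), and 0 of the 49 other listed precursors have any. All 4 also have stretches with other exact genome copies, and the 2 mir-3648 rows hold identical values, so they count as 1 measurement. The study's methods describe removing reads that align to ribosomal RNA before miRNA alignment. They do not state whether the ribosomal reference held the whole 45S gene. Whether that step was applied to these libraries is not given in the sources used here. The source therefore stays open. The authors' deposited table gave a q of 0.006 for mir-663a and mir-663b and 0.00708 for the mir-3648 precursors. These values compare the reads counted at the loci and cannot tell where the reads came from.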
